A study of Mus musculus with 28 samples.

How the data were processed

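Bru-seq libraries from 16 cultures were compared in 6 groups, shCtrl or shRai1 with vehicle, TTX or BIC, as the labels give them. Per the labels' protocols, reads were stranded, single-end and 50 bp long. The 12 ChIP-seq samples were not analysed here.

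Each of the 7 comparison tables lists 22919 genes, with a mean normalized count, a log2 fold change, its standard error, a statistic, a p-value and an adjusted p-value, per the file headers. The authors made these tables with DESeq2, per the file names. The mean normalized count is a signal that the authors averaged over the libraries after scaling, and the statistic is a Wald score that the authors computed as the log2 change over its standard error, per the file headers. The tables come from 1 fit over the 6 groups, since the mean count of each gene is the same in all 7 and the log2 changes close to within 1e-09. The deposited p-values were checked against the normal distribution of the deposited score and differed by at most 8.91e-10. A mean of 0 was listed for 1727 genes, which left 21192 with a test. The log2 changes of low genes were pulled toward 0, with a largest absolute value of 0.79 among genes with a mean under 1. The authors' filter left tested genes without an adjusted p-value, 5728 for TTX in either arm, 4500 for BIC in shCtrl, 3682 for BIC in shRai1, 6955 for the knockdown in vehicle and 0 for the knockdown in TTX or BIC.

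The authors' table of FPKM gives 1 pooled value with bounds per condition, per the file headers, for 23940 gene names, of which 22837 are in the comparison tables. Its genome build is not named. Of 17652 genes matched by symbol to RefSeq annotation of GRCm38.p6, 202 had the same end coordinate, so that annotation served only for names and lengths were taken from the authors' intervals. Starts are given here 1-based: with the deposited starts read as 0-based, 7782 lengths equalled RefSeq's, against 486 otherwise. The FPKM served as the mean over the 6 conditions for filters, and as values of the shCtrl arm. Knockdown columns were not used as values of a named treatment, because their names did not follow the knockdown comparisons.

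The table for the knockdown in vehicle has no gene column. Its genes were named here by their mean count where this was unique, and checked by the closure of the log2 changes. This named 20107 genes and left 1085 unnamed, with mean counts of at most 0.306. With the names of another table hidden, 20107 of 20107 were recovered.

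The plan had assumed values per library and a linear model fitted here. With summaries only, the deposited effects and errors took its place, and the permutation test of Rai1 per library was not run. Combined contrasts were computed here from the deposited log2 changes: interactions, the response averaged over arms and the knockdown averaged over treatments. Their standard errors were the root of the summed squared errors of contrasts that share no library, and a two-sided Wald test with Benjamini-Hochberg adjustment covered the 18241 named genes with a mean of at least 0.1 FPKM. Interaction errors computed from the response tables or the knockdown tables had a median ratio of 1 for TTX and 1.01 for BIC. Calls have an adjusted p under 0.05. In simulated data 200 genes with a mean normalized count of at least 50 were changed by 1 on the log2 scale. Their errors were normal, with the variances used in the test. Over the 5 combined contrasts 86.5% to 100% were recovered with at most 11 false calls. Of unchanged genes 4.74% to 5.05% had p under 0.05, which follows from that setting. The check covers the computation, and not smaller changes, lower genes or the deposited errors.

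The 7 gene lists were activity-regulated genes (42), neuron (18), astrocyte (15), oligodendrocyte-lineage (14) and microglia markers (13), interferon-response genes (20) and p53-response genes (15). The lists, the comparisons and the rule for named genes were fixed before the data were examined. Activity-regulated and p53-response genes share 1 gene. The plot of single lineage markers was limited, after their values were seen, to those with a mean normalized count of at least 50, and 1 marker below it is not reported here by itself. The lists were tested with limma's camera on pre-ranked Wald statistics, two-sided, at a preset inter-gene correlation of 0.01, and 84 tests were adjusted together. On simulated data of independent genes, 99% of lists of 20 genes shifted by 1 SD were recovered over 200 draws of 15000 genes. Of unshifted ones 2.5% had p under 0.05. That check holds no correlation between genes. A rotation test (fry) and an estimated correlation need values per library, so a correlation of 0.05 was tried in their place.

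Named genes were Rai1, the 3 largest rises and 3 largest falls of each contrast among called genes with a mean of at least 0.5 FPKM, and at most 8 activity-regulated genes by smallest adjusted p. A further condition, that no library of one group overlap the other, could not be evaluated and was dropped. For correlations, 100 draws with no effect were simulated from the standard errors, with shared vehicle libraries where the contrasts share them. The medians of lineage and other glial markers in the knockdown in vehicle were compared with a two-sided permutation test over genes (100000 resamples), chosen after the values were seen. The alternatives tried were other filters (none, 0.5 FPKM and 0.1 FPKM), centring on the median, thresholds of 0.1 and 0.01, the other interaction errors, and for lists log2 changes, ranks, the higher correlation and members with an interval of their own in the FPKM table.

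The mean normalized counts had a median of 107 over the tested genes. Depth per library is unknown, so no counting interval was given, and the precision of each value is the deposited or combined standard error. Tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.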

Results

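Nascent RNA was measured in mouse forebrain cultures by Bru-seq, in which cells take up bromouridine for a short time and the labelled RNA is captured with an antibody and sequenced, so that the reads report transcription during the label. The cultures held cortical and hippocampal neurons, astrocytes and oligodendrocyte precursor cells from CD1 embryos at embryonic day 18. They received a lentivirus carrying a control shRNA (shCtrl) or an shRNA against Rai1 (shRai1) on day in vitro 14. On day 17 they were treated for 4 hours with vehicle, with tetrodotoxin (TTX, 1 µM), a sodium channel blocker that silences the network, or with bicuculline (BIC, 20 µM), which blocks inhibitory transmission and raises activity. Bromouridine was present for the last 20 minutes. The 16 Bru-seq libraries formed 6 groups, with 3 libraries in each group except shCtrl vehicle (2 libraries, replicates 1 and 2) and shCtrl BIC (2 libraries, replicates 2 and 3). RAI1 ChIP-seq from 12 further samples was not analysed here.

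The values were the authors' own summaries, 7 tables of comparisons and 1 table with a single FPKM per condition, and no value per library was used. The mean normalized count over all libraries had a median of 107 among the 21192 genes tested, and 12333 genes had a mean of at least 50. Each log2 change below stands with its standard error (SE), which carries the spread between libraries as the authors' model estimated it. The depth of the single libraries is unknown.

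The targeted gene was examined first. Rai1 lies on chromosome 11 from 59918515 to 60034106, in the coordinates of the FPKM table, whose genome build is not named and whose interval for Rai1 is shared with another listed gene. In the shCtrl arm its pooled FPKM, as the authors gave it, was 19.8 in vehicle (interval of the file, 12.8 to 26.7), 23.9 in TTX (16.9 to 30.9) and 19.3 in BIC (13.6 to 25.0). In the authors' deposited tables Rai1 rose by 0.20 under BIC in shCtrl (SE 0.082, adjusted p 0.0397). That rise is uncertain, because the FPKM did not follow it. Rai1 changed by -0.21 under TTX in shRai1 (SE 0.064, adjusted p 0.00598). The changes under TTX in shCtrl (0.08) and BIC in shRai1 (0.07) did not pass. For shRai1 against shCtrl, the authors' deposited table for vehicle gave a log2 change of 0.16 (SE 0.073, adjusted p 0.357). The change was -0.12 in TTX (SE 0.064, adjusted p 1.00) and 0.03 in BIC (SE 0.073, adjusted p 1.00) in the authors' deposited tables. Averaged over treatments it was 0.02 (SE 0.041, adjusted p 1.00). Unadjusted, as for 1 preset gene, the Wald tests gave p 0.0252 in vehicle, 0.0523 in TTX and 0.660 in BIC. The TTX response in shRai1 minus that in shCtrl was -0.29 (SE 0.097, unadjusted p 0.00305, adjusted p 0.154). Nascent Rai1 was therefore not detectably lower in the libraries labelled shRai1. The reads report transcription during the label, and the level of mature Rai1 RNA was not examined. Nascent Rai1 thus neither shows nor excludes a knockdown, and it gave no check of the arm labels. Directions between the arms below rest on those labels.

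Silencing of the network was assessed first in the control arm. The authors' deposited table for TTX against vehicle in shCtrl listed 4127 genes with an adjusted p under 0.05, of which 1820 were higher and 2307 lower. Of these, 157 were higher and 314 lower by at least 1 on the log2 scale. The stricter threshold of 0.01 moved this count most and left 2992 genes. Among genes with a mean of at least 0.5 FPKM, the authors' deposited table placed the largest falls at Fam150b (log2 change -5.38, SE 0.26), Ptgs2 (-3.95, SE 0.21) and Npas4 (-3.92, SE 0.24). Npas4, on chromosome 19 from 4984355 to 4989971, had a pooled FPKM of 928 in shCtrl vehicle and 50.0 in shCtrl TTX. The largest rises in the authors' deposited table were those of Rasl10a (2.70, SE 0.38), Scn4b (2.58, SE 0.19) and Ankrd63 (2.37, SE 0.28). In the shRai1 arm the authors' deposited table listed 4722 genes, 2121 higher and 2601 lower. There the largest falls in the authors' deposited table belonged to Fam150b (-5.35, SE 0.25), Pthlh (-3.46, SE 0.23) and Adamts8 (-3.28, SE 0.15), and the largest rises to Scn4b (2.87, SE 0.18), Rasl10a (2.06, SE 0.37) and Ctxn2 (1.91, SE 0.33). Averaged over both arms, 6030 of 18241 genes passed an adjusted p of 0.05 under TTX (Wald test with Benjamini-Hochberg adjustment), 2834 higher and 3196 lower. The extremes of the average were Fam150b (-5.37, SE 0.18), Npas4 (-3.58, SE 0.16) and Pthlh (-3.50, SE 0.16) on the falling side, and Scn4b (2.73, SE 0.13), Rasl10a (2.38, SE 0.27) and Ankrd63 (1.99, SE 0.19) on the rising side.

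Raised activity was assessed in the same way. For BIC against vehicle in shCtrl, the authors' deposited table listed 5750 genes, 2908 higher and 2842 lower, and 730 of the rises and 367 of the falls reached 1 on the log2 scale. Lce1g, which ranked first among the rises, was listed at 0 FPKM in shCtrl vehicle and at 34.2 FPKM in shCtrl BIC. Serpinb2 (4.66, SE 0.38) and Pdyn (4.46, SE 0.29) followed in the authors' deposited table. The largest falls there, again per the authors' deposited table, were those of Adora2a (-3.65, SE 0.19), Gprin3 (-2.67, SE 0.18) and Ntsr1 (-2.63, SE 0.24). Adora2a, on chromosome 10 from 74779622 to 74797537, had 22.7 FPKM in shCtrl vehicle and 0.713 FPKM in shCtrl BIC. In the shRai1 arm 7447 genes were listed in the authors' deposited table, 3722 higher and 3725 lower. Serpinb2 (5.08, SE 0.36) and Areg (4.66, SE 0.36) ranked behind Lce1g among the rises, and Adora2a (-3.30, SE 0.15), Cdh23 (-2.90, SE 0.23) and Fxyd5 (-2.83, SE 0.31) were the largest falls in the authors' deposited table for that arm. The average over both arms held 8397 genes past the threshold, 4084 higher and 4313 lower. After Lce1g its largest rises were those of Serpinb2 (4.87, SE 0.26) and Emp1 (4.41, SE 0.17), and its largest falls those of Adora2a (-3.47, SE 0.12), Ntsr1 (-2.70, SE 0.15) and Cdh23 (-2.66, SE 0.18). The fall of Cdh23 is uncertain, because its interval is shared with other listed genes and its pooled FPKM in shCtrl was 1.47 in vehicle and 1.37 in BIC. Fxyd5, Fam150b and Rasl10a also have intervals shared with another listed gene.

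A list of 42 activity-regulated genes, fixed before the data were examined, was read as a check on both treatments. Of the 42 genes, 41 were lower under TTX in shCtrl at an adjusted p under 0.05 in the authors' deposited table and 41 when adjusted over the list alone. The median log2 change of the list was -2.07 in shCtrl and -1.56 in shRai1, where 40 genes passed in the authors' deposited table and 40 when adjusted over the list alone. Under BIC the list went both ways. In shCtrl 27 members were higher and 5 lower in the authors' deposited table (35 passed when adjusted over the list alone), with a median of 0.78. In shRai1 34 were higher and 3 lower in the authors' deposited table (38 passed when adjusted over the list alone), with a median of 1.26. Egr1, Egr2 and Egr3, singled out after their values were seen, fell under both drugs. Egr3 changed by -2.11 (SE 0.20) under TTX and by -1.97 (SE 0.22) under BIC in shCtrl in the authors' deposited tables. The camera test placed the list below the other genes under TTX in both arms (adjusted p 2.69e-142 and 4.83e-101) and above them under BIC (2.33e-13 and 3.96e-26).

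**Figure D1:**
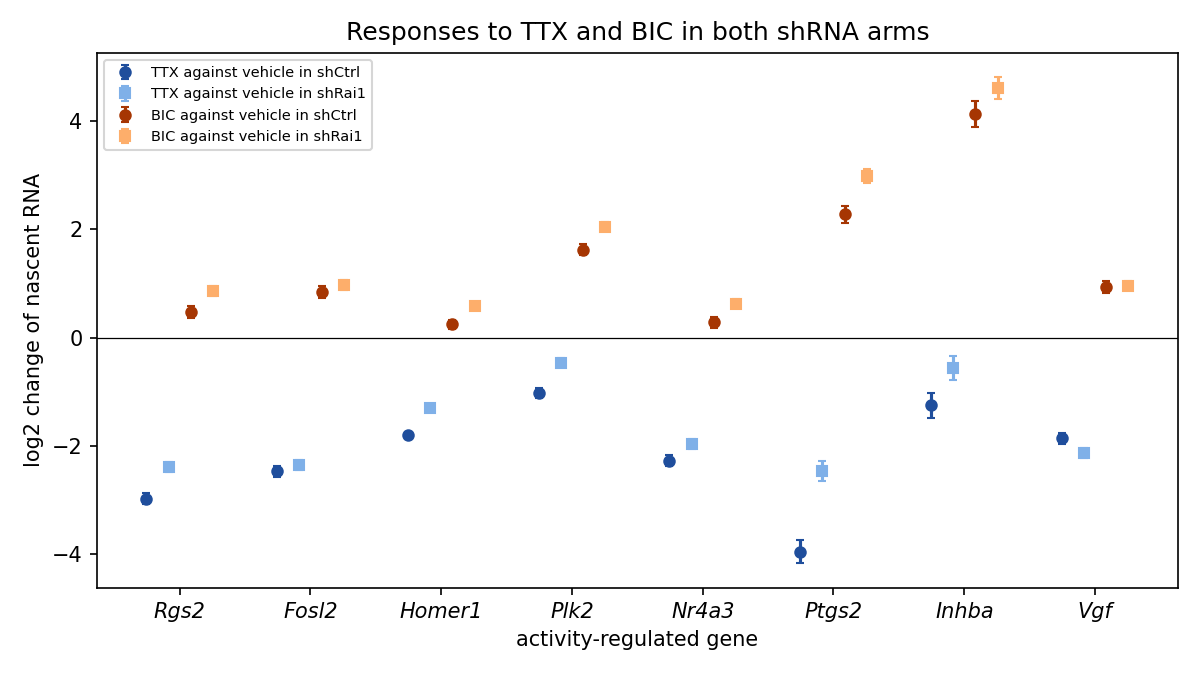
Log2 change of nascent RNA against vehicle (vertical axis) for the 8 activity-regulated genes with the smallest adjusted p-values (horizontal axis), in the authors' deposited tables. Circles are shCtrl, squares shRai1, blue TTX and orange BIC, and bars are 1 SE of the authors' model. All 8 genes lie below 0 under TTX and above 0 under BIC in both arms, from -3.95 for Ptgs2 under TTX in shCtrl to 4.61 for Inhba under BIC in shRai1.

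The 8 members with the smallest adjusted p-values were Rgs2, Fosl2, Homer1, Plk2, Nr4a3, Ptgs2, Inhba and Vgf. Rgs2 fell by 2.97 (SE 0.11) under TTX in shCtrl and by 2.38 (SE 0.095) in shRai1 in the authors' deposited tables, and rose by 0.47 (SE 0.11) and 0.86 (SE 0.086) under BIC. Inhba changed by -1.25 (SE 0.24) and -0.56 (SE 0.21) under TTX and by 4.13 (SE 0.24) and 4.61 (SE 0.20) under BIC in the authors' deposited tables for shCtrl and shRai1.

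The responses to the drugs were opposed across genes. Over 18241 genes with a mean of at least 0.1 FPKM, Pearson's r between the TTX and BIC changes was -0.228 in shCtrl and -0.231 in shRai1. Both drugs were compared with the same vehicle libraries, and 100 simulated draws with no response gave a mean r of 0.546 in shCtrl and 0.500 in shRai1. Between TTX in shCtrl and BIC in shRai1, which share no library, r was -0.365, and between TTX in shRai1 and BIC in shCtrl it was -0.283. These are correlations across genes, and genes are not independent replicates. Restricting to genes with a mean normalized count of at least 50 moved r most, to -0.334 in shCtrl and -0.343 in shRai1.

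The share of control calls that recurred in the knockdown arm was lower for TTX than for BIC. Such shares depend on the size and precision of the changes, and the difference between the drugs was not tested. Of the 4127 genes called under TTX in shCtrl in the authors' deposited table, 2818 (68.3%) were called in the same direction in shRai1 and 27 in the opposite direction. Of the 5750 genes called under BIC in shCtrl in the authors' deposited table, 5197 (90.4%) were called in the same direction and 0 in the opposite one. By sign alone, 3905 of the 4127 (94.6%) and 5712 of the 5750 (99.3%) kept their direction. The interaction passed its threshold for 118 of the 4127 and 3 of the 5750. With genes chosen in shRai1 the shares were smaller, 2818 of 4722 (59.7%) for TTX and 5197 of 7447 (69.8%) for BIC in the authors' deposited tables. The slope of the shRai1 response on the shCtrl response across the called genes was 0.785 for TTX and 0.991 for BIC. With the arms exchanged, so that genes were chosen in shRai1, the slopes were 0.881 and 0.879. The arms share no library in these comparisons, and over genes with a mean normalized count of at least 50 the responses correlated across genes with r of 0.832 for TTX and 0.946 for BIC.

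The knockdown contrast was then taken within each treatment. In vehicle the authors' deposited table listed 122 genes with an adjusted p under 0.05, 18 higher and 104 lower in shRai1. This count was 204 at a threshold of 0.1 and 35 at a threshold of 0.01. That table carries no gene names, which were recovered here from its shared mean counts. The largest falls in the authors' deposited table were those of Pdgfra (-1.37, SE 0.13, adjusted p 6.02e-21), Tmem255b (-1.12, SE 0.30, adjusted p 0.0312) and Hist1h1b (-1.11, SE 0.31, adjusted p 0.0449). The largest rises in the authors' deposited table belonged to Tuba8 (0.72, SE 0.17, adjusted p 0.00768), Acan (0.49, SE 0.14, adjusted p 0.0485) and Glis1 (0.49, SE 0.12, adjusted p 0.00906). Hist1h1b and Acan passed the threshold with the authors' filter and with centring but with no other filter tried, and over the alternatives the adjusted p ranged from 0.0486 to 0.0634 for Hist1h1b and from 0.0482 to 0.0685 for Acan. The vehicle and BIC controls had 2 libraries each, so each lacked 1 of the 3 replicate numbers of the knockdown group it was compared with.

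Under TTX, where both arms held replicates 1, 2 and 3, the authors' deposited table listed 6 genes. Cry1 (-0.55, SE 0.095, adjusted p 0.000128), Lfng (-0.62, SE 0.12, adjusted p 0.00461) and Mnt (-0.39, SE 0.088, adjusted p 0.0324) were lower in the authors' deposited table. Trp53inp1 (0.42, SE 0.088, adjusted p 0.0138), Dhrs1 (0.56, SE 0.12, adjusted p 0.0324) and Pdgfra (0.50, SE 0.11, adjusted p 0.0482) were higher in the authors' deposited table. Under BIC the authors' deposited table listed Pdgfra (-0.90, SE 0.13, adjusted p 1.93e-07) and Mnt (0.49, SE 0.10, adjusted p 0.0116). The BIC count rose to 5 when the adjustment covered genes with a mean of at least 0.5 FPKM. Unadjusted p-values were under 0.05 for 1642 genes in vehicle, 700 in TTX and 621 in BIC in the authors' deposited tables. Averaged over treatments, 1 of 18241 genes passed, Pdgfra (-0.59, SE 0.073, adjusted p 1.24e-11), although its change under TTX had the other sign. Pdgfra lies on chromosome 5 from 75548316 to 75594229 in the coordinates of the FPKM table, an entry shared with another listed gene.

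The 3 knockdown contrasts use separate libraries, and their signs were compared. Of the 122 genes called in vehicle in the authors' deposited table, 97 had the same sign in BIC and 19 had the same sign in TTX, where unrelated contrasts would share the sign as often as not. All 6 genes called in TTX in the authors' deposited table had the opposite sign in vehicle and in BIC. Over 12333 genes with a mean normalized count of at least 50, r across genes was 0.288 for vehicle and BIC, -0.264 for vehicle and TTX, and -0.244 for TTX and BIC. In 100 draws with no effect the largest absolute r for these pairs was 0.0307. Over the 18241 genes with a mean of at least 0.1 FPKM the values were weaker, 0.172, -0.140 and -0.108 in the same order. The largest absolute r in the draws was 0.0385 there.

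**Figure D2:**
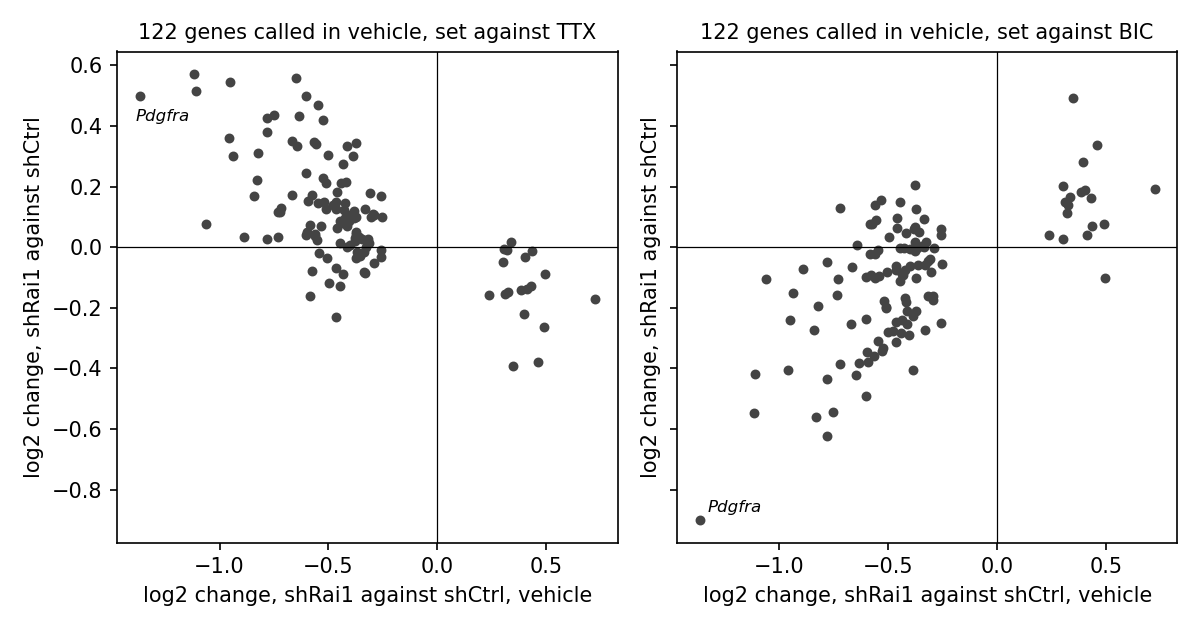
Log2 change of shRai1 against shCtrl in vehicle (horizontal axes) for the 122 genes called there in the authors' deposited table, set against the log2 change in TTX (left, vertical axis) and BIC (right, vertical axis). Each point is 1 gene; 19 genes have the same sign in TTX and 97 have the same sign in BIC, and Pdgfra lies at -1.37 in vehicle, 0.50 in TTX and -0.90 in BIC.

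Whether the knockdown altered a response was tested as an interaction, the response in shRai1 minus that in shCtrl. For TTX 172 of 18241 genes had an adjusted p under 0.05 (Wald test with Benjamini-Hochberg adjustment), 107 above 0 and 65 below. A threshold of 0.1 gave 272 genes and one of 0.01 gave 62. Of the 172, 27 were called in both arms with opposite directions of the TTX response. The largest positive interactions were those of Gpr17 (2.41, SE 0.58, adjusted p 0.00941), Fam46b (2.12, SE 0.56, adjusted p 0.0240) and Pdgfra (1.86, SE 0.17, adjusted p 2.61e-22). Gpr17 and Fam46b had low mean normalized counts of 8.97 and 2.48, and Gpr17 has an interval shared with another listed gene. The interaction of Fam46b is uncertain, because its pooled FPKM in shCtrl rose from 1.18 in vehicle to 3.41 in TTX, while the authors' deposited table gave a log2 change of -0.72. The largest negative ones were those of Gdf10 (-1.24, SE 0.30, adjusted p 0.0109), Piwil2 (-1.14, SE 0.32, adjusted p 0.0396) and Rhpn1 (-1.02, SE 0.29, adjusted p 0.0424). Pdgfra fell by 0.76 (SE 0.13) under TTX in shCtrl and rose by 1.10 (SE 0.12) in shRai1 in the authors' deposited tables. Among the activity-regulated genes 5 passed over all genes and 12 when adjusted over the list alone, among them Homer1 (0.51, SE 0.095, adjusted p 0.000118). For BIC 4 genes passed, Scg2 (0.85, SE 0.19, adjusted p 0.0308), Syt4 (0.66, SE 0.14, adjusted p 0.0155), Zdbf2 (0.65, SE 0.13, adjusted p 0.0155) and Ifrd1 (0.54), all above 0. Zdbf2 is uncertain, because its interval is shared with another listed gene and its pooled FPKM in shCtrl rose from 5.20 in vehicle to 11.3 in BIC, while the authors' deposited table gave a log2 change of -0.14. Ifrd1 lies outside the rule for named genes and was named after its value was seen. In the activity list 1 gene passed for BIC over all genes and 12 when adjusted over the list alone. Unadjusted p-values were under 0.05 for 1651 genes for TTX and 552 for BIC.

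The gene lists were tested with camera in all 12 contrasts, 84 tests adjusted together. Activity-regulated genes were lower in shRai1 in vehicle (median -0.40, 40 of 42 members lower, adjusted p 5.57e-25), and 7 members passed over all genes in the authors' deposited table against 21 when adjusted over the list alone. The list did not pass in TTX (median 0.02, adjusted p 0.107) and was slightly higher in BIC (median 0.10, adjusted p 0.0191), the last call being lost at an inter-gene correlation of 0.05 (adjusted p 0.161). The interaction was above 0 for TTX (median 0.40, adjusted p 2.80e-16) and for BIC (median 0.42, 42 of 42 members above 0, adjusted p 4.15e-31). Averaged over treatments the median of the list was -0.10 (33 of 42 members lower, adjusted p 7.53e-06).

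Of the 14 oligodendrocyte-lineage markers 13 passed the expression filter. They were lower in shRai1 in vehicle (median -0.60, adjusted p 9.73e-15) and in BIC (median -0.41, adjusted p 3.98e-10), and higher in TTX (median 0.10, 9 of 13 members higher, adjusted p 7.28e-05). The rise in TTX lost its call when ranks replaced the statistics (adjusted p 0.132), and over the 10 members with an interval of their own, without Pdgfra, Gpr17 and Bcas1 (median 0.036, adjusted p 0.0962). Of the members, 4 passed in vehicle, 1 in TTX and 1 in BIC in the authors' deposited tables, against 7, 5 and 4 when adjusted over the list alone. Under TTX the list rose in shRai1 (median 0.47, adjusted p 0.00220) and not in shCtrl (median -0.47, adjusted p 0.317), and the interaction was above 0 (median 0.76, adjusted p 6.53e-15). Over those 10 members the medians were 0.38 in shRai1 (adjusted p 0.0686), 0.083 in shCtrl (adjusted p 0.794) and 0.43 for the interaction (adjusted p 1.53e-05). The BIC interaction had a median of 0.11 (adjusted p 0.0236), which did not pass over the 10 members (adjusted p 0.216). Averaged over treatments the markers were lower in shRai1 (median -0.21, adjusted p 3.79e-12).

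**Figure D3:**
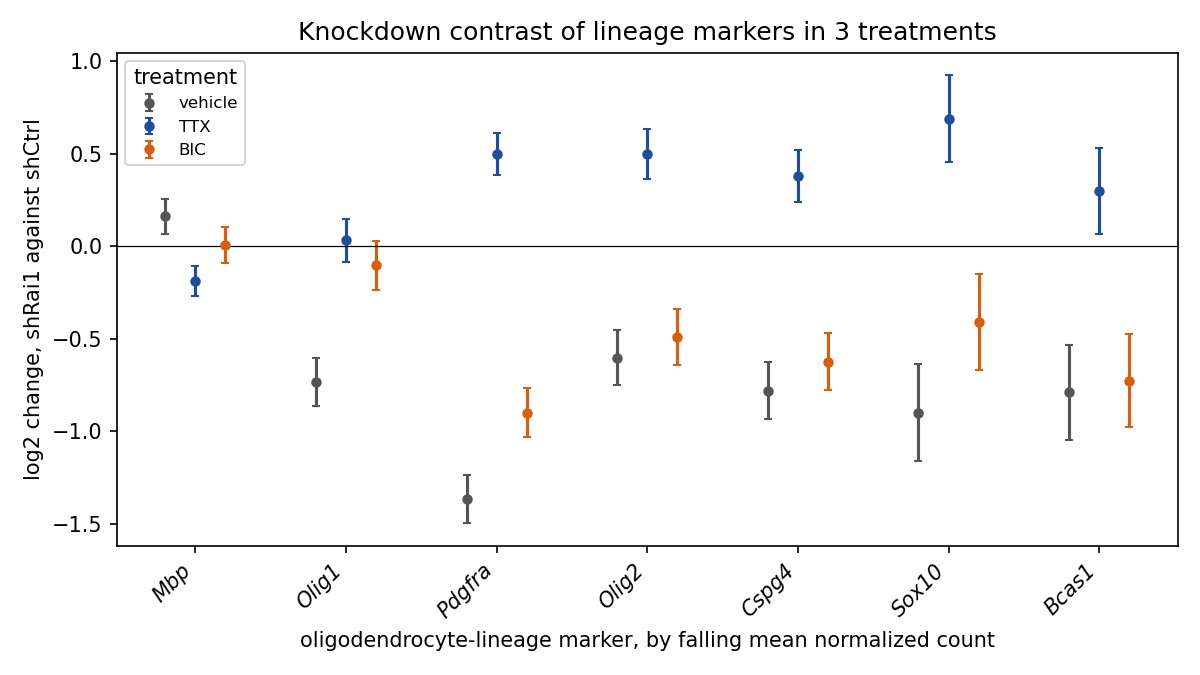
Log2 change of shRai1 against shCtrl (vertical axis) for the 7 of 13 oligodendrocyte-lineage markers tested that had a mean normalized count of at least 50 (horizontal axis, by falling mean normalized count) in vehicle, TTX and BIC, from the authors' deposited tables, with bars of 1 SE of the authors' model. Olig1, Pdgfra, Olig2, Cspg4, Sox10 and Bcas1 lie below 0 in vehicle and BIC and above 0 in TTX, while Mbp, with the highest mean normalized count (1027), lies at 0.16 in vehicle and -0.19 in TTX.

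Astrocyte markers were lower in shRai1 in vehicle (median -0.18, 14 of 15 members lower, adjusted p 5.65e-05) and averaged over treatments (median -0.10, 15 of 15 lower, adjusted p 5.13e-06), with no call in TTX (adjusted p 0.285) or BIC (adjusted p 0.177). Their interactions were above 0 for TTX (median 0.092, adjusted p 0.0414) and BIC (median 0.12, adjusted p 0.0194), and neither passed at an inter-gene correlation of 0.05. Neuron markers rose under BIC in shCtrl (median 0.49, adjusted p 0.000216) and in shRai1 (median 0.66, adjusted p 3.03e-05). They were lower in shRai1 in TTX (median -0.11, 16 of 18 members lower, adjusted p 9.19e-05) and averaged over treatments (median -0.047, adjusted p 0.000594), with adjusted p 0.0503 in vehicle and 0.978 in BIC. The p53-response genes were lower in shRai1 in vehicle (median -0.12, adjusted p 0.00167) and BIC (median -0.079, adjusted p 0.00769) and higher in TTX (median 0.14, 13 of 15 members higher, adjusted p 1.18e-07), with a TTX interaction above 0 (median 0.26, adjusted p 2.99e-07). They fell under TTX in shCtrl (median -0.19, adjusted p 0.0177) but not in shRai1 (median 0.17, adjusted p 0.798). Microglia markers and interferon-response genes passed in no contrast, and their smallest adjusted p-values were 0.684 and 0.396.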

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

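All tests of explanations in this part were chosen only after the results were seen. The results are listed because a test of the difference between the arms passed its threshold. How many other splits of the libraries would give as much was not counted, since that needs values per library, and for the same reason the distance of a library from its group was not examined.

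The TTX response differed between the arms for 172 genes. Independent sampling error of the genes is argued against: 100 draws in which both arms share 1 response gave at most 4 genes called in opposite directions, against 25 observed when calls were adjusted over the same genes. Gene length and expression level are argued against as the whole cause, since 126 of 157 calls were left in number after the median change of each length and level bin was removed. An exchange of the shRNA arms in the TTX libraries stays open: with those arms exchanged the interaction had 1 call (603 genes with an unadjusted p under 0.05), and the correlation of the TTX responses rose from 0.832 to 0.896. Both values restate the negative r of the knockdown changes in vehicle and TTX (-0.264) and are no independent evidence. With the arms exchanged in the vehicle libraries in their place, the TTX interaction is the same value with its sign turned. Its 1 call is therefore the same by construction, and the count of calls cannot single out the TTX libraries. A true reversal of the knockdown effect under silencing would give the same values. Nascent Rai1, detectably lower in shRai1 in no treatment, is no check of the arms, since the level of mature RNA was not examined. These cannot be told apart here. The vehicle control had 2 libraries, which adds an untested contribution to every interaction.

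The BIC response differed between the arms for 4 genes, with 552 at an unadjusted p under 0.05. Gene length and expression level, for the single genes, stay open as a cause of these calls. Of the genes with a locus of their own, 2 were called before the median change of each bin was removed and 0 after. So few calls cannot settle it, and across 9855 genes the interaction had a Spearman's rho of -0.0031 with locus length. The vehicle and BIC controls hold different replicates, which stays open too.

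The activity-regulated genes had interactions with a median of 0.40 for TTX and 0.42 for BIC. For BIC, gene length and expression level, for the activity-regulated genes, are argued against as the whole cause, since 0 of 10000 matched random lists had a median as high, although the matched lists themselves had a median of 0.16. Both interactions contain the lower level of the list in the knockdown in vehicle (median -0.40), where again 0 of 10000 lists matched for gene length and expression level were as low. Unequal replicate numbers of the groups could contribute to that: in TTX, where the groups hold the same replicates, the list was not lower (median 0.02, adjusted p 0.107), and 0 of 10000 matched lists had a median as high. In BIC the list was not lower either (median 0.10, 31 of 42 members higher), which argues against an effect of the knockdown that lowers the list wherever activity is present, although the BIC control lacks 1 replicate number too. An effect limited to vehicle, the unequal replicates and a chance difference between the few vehicle cultures cannot be told apart. The vehicle control has 2 libraries and lacks 1 replicate number in each comparison that uses it. Random gene lists cannot exclude a difference between cultures that moves the list as a whole.

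The astrocyte markers had interactions with a median of 0.092 for TTX and 0.12 for BIC. Among 10000 lists matched for length and level, 638 and 187 had medians as high. Neither call held at the higher inter-gene correlation, so both are weak. Both contain the lower level of these markers in the knockdown in vehicle (median -0.18), where 5 of 10000 matched lists had a median as low. An effect of the knockdown on astrocytes stays open.

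The oligodendrocyte-lineage markers had interactions with a median of 0.76 for TTX and 0.11 for BIC. For BIC 1055 of 10000 level-matched lists had a median as high, so that interaction is weak. Their knockdown changes were lower in vehicle and BIC and higher in TTX. Expression level is argued against, since 0 of 10000 level-matched random lists were as low in vehicle. Matching on length was void, because 76.9% of the members had a locus of their own. Unequal replicate numbers of the groups would give no rise in TTX, where the groups hold the same replicates, if a number marks the same batch in each group. The rise passed with all members (adjusted p 7.28e-05) but not with ranks (0.132) or over the 10 members with an interval of their own (median 0.036, adjusted p 0.0962), and 436 of 10000 level-matched lists had a median as high, so this stays open. Over those 10 members the markers were still lower in vehicle (median -0.44) and BIC (median -0.21), and the TTX interaction had a smaller median of 0.43. A higher share of neurons in the knockdown cultures in vehicle would lower the markers of the other cell types alike. It is argued against as the whole cause, since the median of the lineage markers lay below that of the astrocyte markers by more than the spread of the markers (difference -0.42, two-sided permutation test over genes, p 0.00348). Over members with intervals of their own the difference was -0.26 (p 0.0186). The latter was the largest p of 3 such comparisons and is unchanged by Benjamini-Hochberg adjustment, and genes are not independent replicates. The neuron markers, which a higher share of neurons would raise, leaned lower in vehicle (14 of 18 members lower and 4 higher, median -0.095). The camera test of that lean gave an adjusted p of 0.0503. It was 0.0394 with no filter, 0.0406 with ranks and 0.161 at an inter-gene correlation of 0.05. The lean goes against a higher share of neurons but does not settle it. Fewer lineage cells in the knockdown cultures in vehicle alone remain possible, with 11 of 13 members lower, and less transcription per lineage cell would give the same. Infection on day 14 preceded the 4 hours of drug on day 17, so a loss caused by the knockdown would show in every treatment. The list was lower in BIC (median -0.41) but, as labelled, not in TTX (median 0.10, 9 of 13 members higher and 4 lower). With the arms as labelled, that argues against such a loss as the whole cause. The most abundant marker, Mbp, did not fall (0.16 in vehicle), and an exchange of arms in TTX applies here as well.

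The p53-response genes had a TTX interaction with a median of 0.26. Gene length and expression level are argued against, since 0 of 10000 matched lists were as high for the knockdown in TTX. The shRNA arms exchanged in the TTX libraries could give this pattern, the list being higher in TTX (median 0.14) and lower in vehicle (median -0.12) and BIC (median -0.079). A stress response that depends on treatment would give the same, and these cannot be told apart.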

How the results depend on the processing

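No paired analysis was possible because the files give no per-library values. For the same reason the planned pseudocounts, quantile normalization, replicate block, pairwise fits, array weights, leaving out each library in turn, fry and camera with an estimated correlation were not run. Alternatives chosen after seeing the data were the filter at 0.1 FPKM for the deposited contrasts, the thresholds for the combined contrasts and for the share kept, the other interaction errors, Spearman's rho, the minimum count of 50, and the log2 changes, ranks, correlation of 0.05 and members with an interval of their own for the lists.

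Of 69 counts under an alternative, 59 lay within 1.5 times the count reported. The knockdown in vehicle gave 204 genes at a threshold of 0.1 and 35 at 0.01, against 122. The knockdown in TTX gave 2 at 0.01, against 6. The knockdown in BIC gave 5 at a mean of at least 0.5 FPKM, 5 at a mean of at least 0.1 FPKM, 5 at a threshold of 0.1 and 1 at 0.01, against 2. The TTX interaction gave 272 at 0.1 and 62 at 0.01, against 172, and the BIC interaction gave 0 at 0.01, against 4 (552 genes had an unadjusted p under 0.05). Thresholds change counts by construction, and filters through the number of genes tested. Centring moved the share of higher calls by at most 2.75 percentage points in contrasts with over 100 calls.

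The correlation of TTX and BIC responses kept its negative sign in the alternatives run. In shCtrl it was -0.210 with no filter on low values, -0.255 at a mean of at least 0.5 FPKM, -0.177 with Spearman's rho and -0.334 at a mean normalized count of at least 50. In shRai1 these were -0.212, -0.264, -0.196 and -0.343. The share of the shCtrl response to BIC kept in shRai1 was 88.8% at a threshold of 0.1 and 92.8% at 0.01, and the stricter genes have larger changes by construction.

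Of 155 single-gene results compared 583 times, 577 comparisons kept direction and call and 6 lost the call, for 2 genes, Acan and Hist1h1b in the knockdown in vehicle. None reversed.

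For the lists, 477 of 504 comparisons were unchanged, 23 lost a call, 4 gained one and 0 reversed, over 16 of 84 results. In the comparisons that changed a call with all tested members, the median of the list stayed as reported and the adjusted p moved. With log2 changes in place of Wald statistics, calls were lost for the activity-regulated genes in the knockdown in BIC (median 0.10, adjusted p 0.0934), the neuron markers in the knockdown in TTX (-0.11, 0.104) and averaged over treatments (-0.047, 0.0593), the astrocyte markers in the interactions with TTX (0.092, 0.441) and BIC (0.12, 0.526), and the p53-response genes in the knockdown in vehicle (-0.12, 0.0722) and BIC (-0.079, 0.151). With an inter-gene correlation of 0.05, calls were lost for the activity-regulated genes in the knockdown in BIC (0.10, 0.161), the astrocyte interactions with TTX (0.092, 0.130) and BIC (0.12, 0.0782), the oligodendrocyte-lineage interaction with BIC (0.11, 0.0788) and the p53-response genes under TTX in shCtrl (-0.19, 0.0725). With ranks, calls were lost for the neuron markers under BIC in shCtrl (0.49, 0.135), shRai1 (0.66, 0.0872) and averaged (0.58, 0.10), the astrocyte interaction with TTX (0.092, 0.122), the oligodendrocyte-lineage markers in the knockdown in TTX (0.10, 0.132) and the interaction with BIC (0.11, 0.120), and the p53-response genes in the knockdown in BIC (-0.079, 0.10). Over members with an interval of their own, calls were lost for the oligodendrocyte-lineage markers under TTX in shRai1 (0.38, 0.0686), in the knockdown in TTX (0.036, 0.0962) and in the interaction with BIC (0.086, 0.216), and for the p53-response genes under TTX in shCtrl (-0.19, 0.0962). This leaves 10 of 13 and 13 of 15 members. Calls were gained for the neuron markers in the knockdown in vehicle (-0.095; 0.0394 with no filter and 0.0406 with ranks) and the interaction with BIC (0.10; 0.0432 and 0.0406). Beyond the smaller number of members, the cause was not tested.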

Other observations

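All tests in this part were chosen only after the results were seen.

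Knockdown changes in TTX ran opposite to those in vehicle and BIC, with r across 12333 genes of -0.264 against vehicle. Across the 18241 genes with a mean of at least 0.1 FPKM this r was weaker, at -0.140. Independent sampling error of the genes is argued against by 100 draws with no effect. The highest absolute r for that pair was 0.0234 across the 12333 genes and 0.0385 across the 18241. If a replicate number marks the same batch in each group, which was not checked, unequal replicate numbers of the groups are argued against. Additive replicate effects would then cancel in the TTX contrast, whose groups hold the same replicates, and its r against BIC was still -0.244. Across the 18241 genes that r was -0.108. Turning the sign in TTX before averaging gave 255 called genes, against 1 with the labels as given, 4 with the sign turned in vehicle and 0 with it turned in BIC (751 genes had an unadjusted p under 0.05 with the labels as given). These counts restate the signs of the correlations and are no separate evidence. The shRNA arms exchanged in the TTX libraries stay open, and so does a true reversal under silencing. A chance orientation of a shared axis of variation between cultures also stays open, since 1 of the 4 sign patterns must stand out if such an axis exists. These cannot be told apart, because nascent Rai1 gives no check of the arms. It was detectably lower in shRai1 in no treatment (0.16 in vehicle, -0.12 in TTX and 0.03 in BIC), and the level of mature RNA was not examined.

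The knockdown columns of the FPKM table do not follow the knockdown comparisons. As named, the TTX response computed from them had r of -0.633 with the authors' comparison across 12287 genes, and the BIC response 0.263, while the control columns gave 0.725 and 0.761. Noise of the FPKM estimates is argued against by the clearly negative value. Permuted column names are a candidate explanation: of the 6 orders, 1 gave a mean r of 0.782 and the next 0.0112. In that order the column named BIC is read as vehicle, the one named vehicle as TTX and the one named TTX as BIC. Npas4 was listed at 55.3 FPKM in the column named vehicle, 1533 in the one named TTX and 619 in the one named BIC. The filters used here rest on means over all columns, which the order does not change. Read in that order, the table's knockdown differences followed the comparisons in vehicle (r 0.440), TTX (0.397) and BIC (0.356), so it carries the same assignment of arms and is no separate check of it. No biological explanation was tested for this pattern.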
